A study of Homo sapiens with 12 samples. Its data were reported in "miR-28-based combination therapy impairs aggressive B cell lymphoma growth by rewiring DNA replication" (2023).

How the data were processed

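RNA-seq had been done on 12 tumours from subcutaneous grafts of MD-901 cells in NSG mice, 3 in each of 4 groups. Per the labels, RNA was extracted with miRneasy, libraries were made from poly A+ RNA with the NEBNext Ultra II Directional kit, and single reads were taken on a HiSeq4000. The submitters' notes name bcl2fastq 2.20, Salmon 1.9 and build GRCh38.p10. The annotation release, the strand setting and the way transcripts were summed to genes are not given in the sources used here. The deposited table holds expected counts per Ensembl gene, as the authors made them, with 35114 genes and 1 column per tumour. They are not normalised: 32.93% of the values are not whole numbers, and the totals differ between tumours. Reads were assigned to the human transcriptome, and reads of mouse stroma were not separated. All 12 columns were used and 11698 genes were at 0 in every tumour.

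Groups were taken from the labels. For 6 tumours the description and the treatment tag disagree on the agent, so the single-agent groups kept neutral names. Replicate numbers follow the order of deposition and pair nothing. The paper speaks of independent pairs of MD-901 tumours. No paired analysis was possible because the labels give no link between tumours of different groups, and they give no batch. Titles of controls 2 and 3 share a code whose meaning is not given. If it marks an animal, these tumours are not independent and the controls hold fewer than 3 independent tumours. Gene-wise tests were therefore repeated with the pair summed, and gene-wise and list tests with either left out. A chi-square of counts between replicates was checked within each group and lay between 9.87 and 23.91 per degree of freedom, so that no 2 columns looked like 1 library counted again. Positions and symbols came from GENCODE 29 on GRCh38, which named 34919 of the 35114 genes.

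Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr at a minimum count of 10, which left 14460, and scaled with TMM factors. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 12 tumours, and 7 contrasts were tested: each treated group against the control, the combination against each single-agent group, the single-agent groups against each other, and the interaction. P values were adjusted by the Benjamini-Hochberg (BH) method over all tested genes, with a threshold of 0.05. The SE of a log2 fold change was its size divided by the square root of its F statistic. Log2 CPM used a prior count of 2. Folds against a group without counts were bounded with a floor of 3 counts over the group. The floor covers counting error only. Depth was 11436776 to 15641913 counts per tumour.

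The tests, the 28 gene lists, the genes to be named and most alternatives were fixed before the data were examined. Genes named for the control contrasts and the interaction were, first, the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 2 and groups that did not overlap. Second came 2 to 4 members with the smallest p in each list that was called or had at least 3 called members, and 15 genes followed for their part in the study. For the other contrasts the 5 largest rises and falls were taken. The text prints a part of these, and some genes are not reported here. Clone names, XIST and chromosome Y genes were not named. Exceptions to the rule, chosen after their values were seen, are the immunoglobulin genes outside it, the genes present in the tumours of 1 vector alone and the genes of miR-28-described tumour 1.

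Lists were tested with limma 3.58.1 by camera with a preset correlation of 0.01, with BH adjustment over the 28 lists of each contrast, and again with an estimated correlation and with fry. With an estimated correlation 0 lists were called in any contrast. Ranges of adjusted p over alternatives leave out fry and the estimated correlation. The lists were the study signature (150 genes tested), origin licensing and firing, replication fork, nucleotide synthesis, mitosis, G1/S control, p53 targets, BCR and NF-kB targets, B cell identity, plasma cell, MYC and ribosome biogenesis, hypoxia and glycolysis, cholesterol synthesis, unfolded protein and integrated stress response, interferon response, MHC class II, BCL2 family, reported miR-28 targets, oxidative phosphorylation, mitochondrially encoded and handling stress genes, and markers of fibroblasts, endothelial, myeloid, T and NK cells, adipocytes and muscle, keratinocytes and red cells. Signature scores were compared by two-sided exact permutation tests. Genes with a seed match of miR-28-5p were set against 419 other orderings of the same bases. Overlaps between contrasts that share the controls were set beside 10 simulations of unchanged groups.

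Gene-wise results were recomputed with DESeq2 size factors, library size alone, no filter, a stricter filter, a log2 fold change of at least 1, the DESeq2 1.42.0 Wald test, limma-voom, only the groups compared, controls 2 and 3 summed, and each tumour left out in turn. List tests were repeated with DESeq2 size factors and each tumour left out, beside the other list methods. Signature scores were repeated with a prior count of 0.5, DESeq2 size factors, without genes of the mitosis, origin or fork lists and with each tumour left out. Seed tests used a longer match, expressed genes only and, chosen later, orderings without CG. Leaving out control 2, miR-28-described tumour 1 and combination 1, which stood apart, was added for gene-wise and list tests after the data had been seen. The model was tested on simulated data with 50 changed genes per fold size and 3 runs, and made 4.7 to 9 false calls per run. Changed genes were drawn only from those above a minimum mean CPM, so the recovery does not cover genes of lower level. All fold sizes were planted together in each run, which eases the adjusted threshold. The recovery is therefore too high for a comparison in which few genes change. The described ibrutinib effect and the vector effect were also fitted as factors, with the 20 Mb windows of chromosomes 1 to 22. Chromosomes X and Y were left out of the windows.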

Results

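RNA-seq was deposited for 12 subcutaneous tumours grown in NSG mice, an immunodeficient strain. By their labels the tumours came from MD-901 cells, an established human line of activated B cell-like diffuse large B cell lymphoma (DLBCL). The cells carried pTRIPZ, a doxycycline-inducible lentiviral vector, with either the miR-28 precursor or a scramble sequence. Ibrutinib is an inhibitor of BTK, a kinase of the B cell receptor (BCR) pathway. The labels form 4 groups of 3 tumours, namely a control group, a single-agent group described as ibrutinib treated, a single-agent group described as miR-28 treated, and the combination of both agents. For the 6 single-agent tumours the description and the treatment tag name opposite agents, so the groups are called ibrutinib-described and miR-28-described here and no agent is assigned. The suffixes of the deposited columns go with the descriptions: the control and ibrutinib-described columns are scramble-named, and the miR-28-described and combination columns are miR-28-named. The study's design goes with the descriptions too, since there ibrutinib alone was given with the scramble vector. According to the labels, mice drank water with 0.04% doxycycline. Ibrutinib was dosed at 40 mg/kg from day 10 after grafting, and the series text places the sampling of tumours at day 10 after treatment. Totals per tumour ran from 11436776 counts (combination 1) to 15641913 (control 3), with 16961 to 17623 genes detected. Levels are given as CPM, counts scaled by TMM to a common library size, as mean ± SD over 3 tumours, and changes are log2 fold changes ± SE. Gene positions are on GRCh38.

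The 12 tumours fell into 2 sets that followed the vector named in their columns. The first principal component of log2 CPM held 72.2% of the variance and parted the 6 scramble-named from the 6 miR-28-named tumours, while the second held 5.2%. Pearson's r across genes was 0.949 to 0.975 between tumours of the same vector and 0.811 to 0.843 between vectors, and genes are not independent replicates. Transcripts of 7 skeletal muscle genes summed to 1160 CPM in control 2, 401.2 in combination 1, 305.5 in miR-28-described tumour 2 and 68.4 in miR-28-described tumour 3, against 3.36 to 42.0 in the other 8 tumours. The mitochondrial share of the counts lay between 3.43% and 4.71%.

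**Figure D1:**
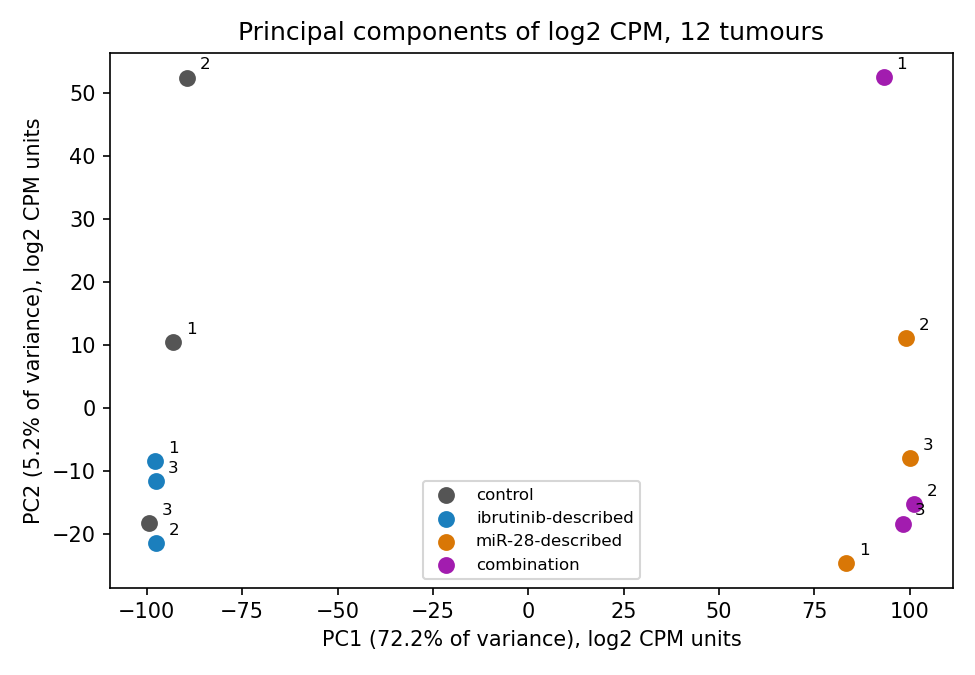
Each point is 1 of the 12 tumours, placed by its scores on principal components 1 and 2 of log2 CPM, with the share of variance on each axis and the 4 groups as colours. Component 1 (72.2%) parts the 6 scramble-named tumours from the 6 miR-28-named tumours.

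The combination and control groups were compared gene by gene. They differ in vector as well as in treatment, so no difference between them can be assigned to the treatment. Combination tumours carried other immunoglobulin genes than controls. The lambda variable gene IGLV2-23 (ENSG00000211660, chromosome 22, 22697789 to 22698407) rose from 0.168 ± 0.0894 to 1505 ± 132 CPM (13.08 ± 0.22, adjusted p = 1.02e-11). IGLV2-14 rose from 0.547 ± 0.143 to 1615 ± 70.5 CPM, and the heavy chain variable gene IGHV4-34 (ENSG00000211956, chromosome 14, 106373663 to 106374145) from 0.405 ± 0.339 to 526.5 ± 52.7 CPM. The heavy chain gene IGHV3-7 (ENSG00000211938, chromosome 14, 106062151 to 106062683) fell from 164 ± 6.72 to 0.239 ± 0.159 CPM. IGKC, the kappa constant gene, fell from 1682 ± 158 to 3.38 ± 1.44 CPM (-8.98 ± 1.5, adjusted p = 0.000326). Outside these loci ABCB1, a drug efflux pump (ENSG00000085563, chromosome 7, 87503633 to 87713323), rose from 0.240 ± 0.124 to 229 ± 14.3 CPM. FAM92B rose from 0.136 ± 0.109 to 139 ± 17.6 CPM and STC2, a secreted glycoprotein, from 0.0892 ± 0.0992 to 90.4 ± 21.3 CPM. IGLV2-8 and MFAP4, a matrix protein, had no counts in the controls and were at least 2670-fold and at least 2110-fold higher. IGHA1 had none in combination tumours and was at least 1500-fold lower, and each bound used a floor of 3 counts over the group.

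In total 3443 genes were higher and 3924 lower in combination tumours than in controls among the 14460 tested (edgeR's quasi-likelihood test, BH-adjusted p under 0.05), 1814 and 1725 of them by at least 2-fold. Every tumour of one group lay above every tumour of the other in 57.4% of genes, against 10% by chance. The other large falls that the naming rule gave were in KIF21A, a kinesin (142 ± 7.50 to 0.181 ± 0.157 CPM), SLFN11, which blocks stressed replication forks (ENSG00000172716, chromosome 17, 35350305 to 35373701; 72.1 ± 14.9 to 0.106 ± 0.118 CPM), ANXA5, which binds phosphatidylserine (227 ± 29.7 to 0.448 ± 0.130 CPM), CRIP1 (61.3 ± 9.47 to 0.1235 ± 0.111 CPM) and CSMD1 (168 ± 34.8 to 0.378 ± 0.231 CPM). Short reads are shared among the IGLV2 genes and between IGHA1 and its paralog, so the split of counts within those families is uncertain.

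B cell identity genes rose as a list in combination tumours, with 15 of 26 members higher, 4 lower and a median of 0.73 (camera adjusted p = 0.0121, or adjusted p = 0.649 with an estimated correlation). CD22, an inhibitory BCR co-receptor, rose from 12.1 ± 2.07 to 237 ± 15.1 CPM (4.30 ± 0.15), BLK, a Src family kinase, rose by 2.05 ± 0.09 and POU2AF1, a B cell coactivator, by 1.37 ± 0.07. T and NK cell markers rose too, with 6 of 8 higher, 1 lower and a median of 4.62, or 4.14 with a gene without counts set at its bound (adjusted p = 0.0121; adjusted p = 0.649 with an estimated correlation). The T cell receptor subunit CD3G went from 0.4998 ± 0.151 to 93.5 ± 4.93 CPM and the kinase LCK from 6.73 ± 1.13 to 142 ± 16.8 CPM. PRF1, the pore-forming protein of cytotoxic cells, fell from 55.9 ± 12.4 to 0.350 ± 0.242 CPM. Which cells made these transcripts was not tested, so the list name does not show that T or NK cells were present. MYC and ribosome biogenesis genes fell, with 16 of 23 lower, 0 higher and a median of -0.36 (adjusted p = 0.00331; adjusted p = 0.944 with an estimated correlation). Among them were the nucleolar proteins GNL3 (-1.24 ± 0.08) and DKC1 (-0.97 ± 0.07) and the small nucleolar RNP protein RRP9 (-1.59 ± 0.15). MHC class II genes fell, with 9 of 12 lower, 1 higher and a median of -0.82 (adjusted p = 0.0268; adjusted p = 0.777 with an estimated correlation). They included HLA-DQB1 (-4.51 ± 0.40), HLA-DRB1 (-3.28 ± 0.27), HLA-DQA1 (-1.95 ± 0.12) and HLA-DRA, which fell from 609 ± 35.5 to 275 ± 19 CPM.

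Interferon response genes rose, with 9 of 20 higher, 1 lower and a median of 1.48 (adjusted p = 0.0271; adjusted p = 0.944 with an estimated correlation). MX1, an antiviral GTPase, went from 0.859 ± 0.505 to 203 ± 59.9 CPM and BST2, which tethers virions, from 9.05 ± 1.98 to 118 ± 5.54 CPM. IFITM1, which restricts viral entry, fell from 39.4 ± 7 to 0.106 ± 0.118 CPM. Fibroblast markers rose, with 6 of 14 higher, 0 lower and a median of 1.30 (adjusted p = 0.0483; adjusted p = 0.944 with an estimated correlation), led by the collagen gene COL5A1 (4.68 ± 0.28). Combination 1, which held 401.2 CPM of muscle transcripts, had the highest fibroblast list mean at 4.48, against 3.43 and 3.32 in combination 2 and 3. Without it the fibroblast call ended (adjusted p = 0.108), COL1A1 went from 1.49 ± 0.43 to 0.93 and COL1A2 from 1.46 ± 0.45 to 0.87, both no longer called. The fibroblast call also ended without control 1 (adjusted p = 0.125) or control 3 (adjusted p = 0.0959) and with DESeq2 size factors (adjusted p = 0.0562), and its adjusted p lay between 0.00514 and 0.125 over 8 alternatives. Nuclear-encoded oxidative phosphorylation genes fell slightly, with 13 of 21 lower, 0 higher and a median of -0.21 (adjusted p = 0.0483; adjusted p = 0.944 with an estimated correlation), such as ATP5F1A (-0.69 ± 0.06) and SDHA (-0.60 ± 0.07). That call ended without combination 1, 2 or 3 (adjusted p = 0.0774, 0.0713 and 0.0729) and without control 1 or 3 (adjusted p = 0.129 and 0.0549), and with DESeq2 size factors (adjusted p = 0.0562), within a range of 0.0217 to 0.129 over 8 alternatives.

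Cell cycle and replication genes moved in both directions between combination and control tumours, and none of these lists was called. Mitosis genes had 9 of 36 members higher and 8 lower (median 0.00, adjusted p = 0.855). TPX2, a spindle assembly factor, rose from 212 ± 8.17 to 729 ± 22.9 CPM and ANLN, needed for cytokinesis, fell from 120 ± 9.15 to 61.1 ± 2.65 CPM. Origin licensing and firing genes had 6 of 29 higher and 9 lower, with ORC6 at -0.56 ± 0.06, GINS4 at -0.44 ± 0.07 and MCM7 at 0.37 ± 0.06. Replication fork genes had 7 of 32 higher and 4 lower, with the clamp loader subunits RFC3 (740 ± 66.2 to 200 ± 18.8 CPM) and RFC4 (0.87 ± 0.09) moving apart. Nucleotide synthesis genes had 5 of 18 higher and 5 lower, with IMPDH2, which makes guanine nucleotides, at -1.60 ± 0.09. G1/S control genes had 7 of 22 higher and 7 lower, among them RB1, the retinoblastoma protein, at 1.60 ± 0.10 and CCND3, a D-type cyclin, at 1.57 ± 0.11. The study signature, chosen on cultured MD-901 cells and not on these tumours, had 34 of 150 genes higher and 33 lower with a median of 0.03 (adjusted p = 0.855). It pools genes that rose and genes that fell in those cells, with no direction per gene, so its median and test leave open whether either part moved. Of its genes 39 are also in the mitosis, origin or fork lists. Adjusted over the list alone, the counts were 34 higher and 31 lower for the signature, 6 and 4 for the fork list, 9 and 2 for p53 targets, 10 and 8 for BCR and NF-kB targets, 5 and 5 for hypoxia, 4 and 5 for reported miR-28 targets and 0 and 0 for adipocyte and muscle markers, and for the other 21 lists they equalled those over all genes.

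Among the remaining lists, none was called between combination and control tumours. BCL2 family genes had 2 of 12 higher and 8 lower (median -0.67, adjusted p = 0.11). BCL2 (ENSG00000171791, chromosome 18, 63123346 to 63320128), an inhibitor of apoptosis, fell from 961 ± 138 to 63.2 ± 2.58 CPM. BCL2L1, another inhibitor, rose from 21.7 ± 18.8 to 360 ± 22.1 CPM. Of the killers, BCL2L11 fell by 1.33 ± 0.08 and BMF rose by 2.72 ± 0.31. Targets of p53 had 8 of 20 higher and 2 lower (adjusted p = 0.139), with SESN1, a stress-induced regulator of mTORC1, at 2.96 ± 0.21 and GADD45A at 1.94 ± 0.13. BCR and NF-kB targets had 10 of 27 higher and 7 lower, with a median of -0.03, a mean of 0.38 and a tested direction of up. REL, an NF-kB subunit, rose by 1.63 ± 0.08 and IRF4, a lymphoid transcription factor, fell from 393 ± 64.5 to 133 ± 17.5 CPM. Plasma cell genes had 3 of 12 higher and 4 lower, the surface receptor SLAMF7 falling from 398.5 ± 51.0 to 2.105 ± 0.0906 CPM and the syndecan SDC1 by 5.78 ± 0.69. Unfolded protein and integrated stress response genes had 6 of 17 higher and 0 lower (adjusted p = 0.119, or 0.044 without the 3 tumours that stood apart, range 0.044 to 0.248), such as the asparagine synthetase ASNS (1.66 ± 0.11) and PSAT1 (1.70 ± 0.15). Hypoxia and glycolysis genes had 5 of 25 higher and 7 lower, with BNIP3, a mitophagy receptor, at 4.64 ± 0.22 and NDRG1 at -8.07 ± 0.79. Cholesterol synthesis genes had 5 of 20 higher and 4 lower with a median of -0.05, a mean of 0.22 and a tested direction of up, CYP51A1 at 4.48 ± 0.78 and NSDHL at -1.35 ± 0.11. Reported miR-28 targets had 3 of 12 higher and 5 lower (median -0.05, mean 0.26, tested direction down), with the homeobox gene HOXB3 at 4.64 ± 0.29. The mitochondrially encoded genes had 6 of 13 lower and 0 higher, and handling stress genes 2 of 13 higher and 4 lower. Of the other cell type markers, 1 of 7 myeloid, 2 of 3 endothelial and 1 of 4 keratinocyte genes were higher, 1 endothelial and 1 keratinocyte gene were lower, with an endothelial median of 1.06 and mean of -0.14. Among adipocyte and muscle genes, 1 of 11 was higher (0 adjusted over the list alone; median -1.34, tested direction up), and 0 of 2 erythroid genes were called.

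The miR-28-described group was compared with the control, from which it differs in vector too, so no difference can be assigned to the agent. It differed from the control in the same loci as the combination did. IGLV2-23 stood at 1598 ± 46.5 CPM (13.17 ± 0.22), IGHV4-34 at 529 ± 17.2 CPM and ABCB1 at 240 ± 29 CPM (9.94 ± 0.19), IGLV2-8 was at least 3230-fold and MFAP4 at least 2110-fold higher, and IGHV3-7 fell to 0.0529 ± 0.0916 CPM. The other large falls were in SLFN11 (-9.12 ± 0.44), the chromatin protein TOX2 (-8.63 ± 0.56), TCL1B (600 ± 50.7 to 1.74 ± 0.234 CPM), CPNE7 (-8.31 ± 0.20), the galactosyltransferase B4GALT2 (-7.82 ± 0.28), DEPP1 (-7.75 ± 0.44) and the transcription factor BHLHE40 (-7.61 ± 0.44). BCL2 fell by 3.77 ± 0.21, BCL2L1 rose by 3.98 ± 0.57, CD22 rose by 4.48 ± 0.16 and TPX2 by 1.80 ± 0.06. CA9, a hypoxia-induced carbonic anhydrase, went from 5.62 ± 3.92 CPM to no counts, at least 77.9-fold lower.

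By edgeR's quasi-likelihood test 3452 genes were higher and 3893 lower in miR-28-described tumours than in controls. Of these, 3132 were higher and 3534 lower in both this comparison and that of combination with control, and 0 were called in opposite directions. Independent lists of those sizes would share 821.9 and 1056.4 genes, and 10 simulated pairs of unchanged groups set against the same controls shared 0. Unchanged groups yield hardly any calls, so a shared count of 0 follows from that setting. The log2 fold changes of the pair of comparisons had r = 0.94 across genes, against 0.08 in the simulations. Combination and miR-28-described tumours are both miR-28-named, so neither the overlap nor r can be assigned to a treatment. B cell identity genes rose (15 of 26 higher, 6 lower, median 0.88, adjusted p = 0.0157; adjusted p = 0.701 with an estimated correlation). T and NK cell markers rose as well (6 of 8 higher, 1 lower, median 4.84, or 4.27 with 1 gene at its bound, adjusted p = 0.0134; adjusted p = 0.701 with an estimated correlation). MYC and ribosome biogenesis genes fell (18 of 23 lower, 0 higher, median -0.41, adjusted p = 0.000683; adjusted p = 0.977 with an estimated correlation). MHC class II genes had 7 of 12 lower and 1 higher and missed the threshold (adjusted p = 0.0504). They passed it without control 1 (adjusted p = 0.0358), control 2 (adjusted p = 0.0247) or miR-28-described tumour 1 (adjusted p = 0.031) and without the 3 tumours that stood apart (adjusted p = 0.0132), within 0.0132 to 0.0763 over 8 alternatives. Oxidative phosphorylation genes (adjusted p = 0.0599) passed it without control 2 (adjusted p = 0.0247) or those 3 tumours (adjusted p = 0.0284), within 0.0247 to 0.171. Fibroblast markers (adjusted p = 0.216) did so without control 2 (adjusted p = 0.0288) or those 3 (adjusted p = 0.00948), within 0.00948 to 0.406, and adipocyte and muscle markers without those 3 (adjusted p = 0.0474, range 0.0474 to 0.995). The study signature had 40 of 150 genes higher and 27 lower (adjusted p = 0.581), and 38 and 27 adjusted over the list alone. Mitosis genes had 10 of 36 higher and 6 lower, origin genes 8 of 29 higher and 8 lower, and fork genes 8 of 32 higher and 5 lower, against 10 and 4, 8 and 9, and 8 and 5 adjusted over the list alone.

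**Figure D2:**
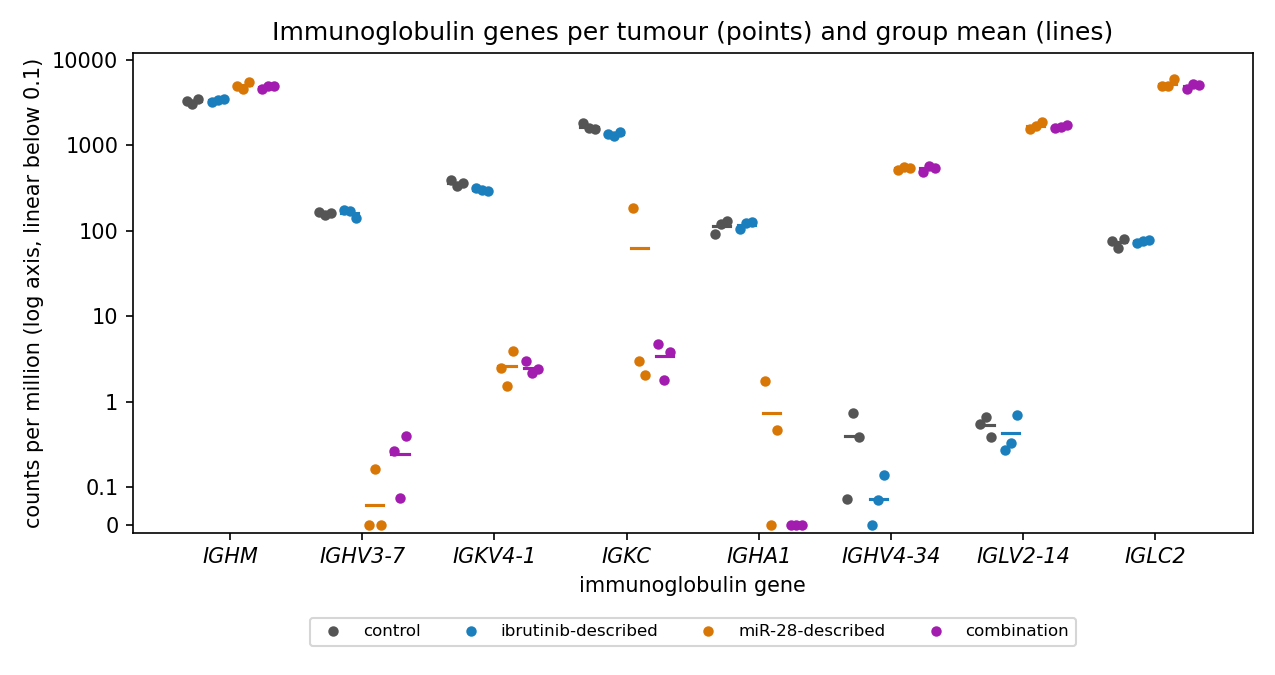
CPM by library total (without TMM factors) of immunoglobulin genes, on an axis that is log above and linear below 0.1, with 1 point per tumour, lines for group means and the 4 groups as colours. IGHV3-7 and IGKV4-1 are high in the 6 scramble-named tumours, IGHV4-34 and IGLV2-14 in the 6 miR-28-named tumours, and IGKC stands at 184 CPM in miR-28-described tumour 1.

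The combination was also set against the ibrutinib-described group, whose columns carry the other vector, so these differences cannot be assigned to a treatment either. IGHV4-34 (12.74 ± 0.30), IGLV2-23 (12.38 ± 0.21), IGLV2-14 (11.84 ± 0.19), IGLV2-8 (10.59 ± 0.42) and MFAP4 (10.24 ± 0.60) rose most. SLFN11 (-9.61 ± 0.45), IGHV3-7 (-9.41 ± 0.26), KIF21A (-9.39 ± 0.63) and CSMD1 (-9.02 ± 0.34) fell most, together with IGHA1, which was at least 1530-fold lower. By edgeR's quasi-likelihood test 3562 genes were higher and 3944 lower in combination tumours, and groups did not overlap in 61.8% of genes, against 10% by chance. B cell identity genes rose (15 of 26 higher, 4 lower, adjusted p = 0.016; adjusted p = 0.748 with an estimated correlation). So did T and NK cell markers (5 of 8 higher, 1 lower, adjusted p = 0.016; adjusted p = 0.748 with an estimated correlation) and fibroblast markers (11 of 14 higher, and 12 adjusted over the list alone, adjusted p = 0.016; adjusted p = 0.969 with an estimated correlation). MYC and ribosome biogenesis genes fell (16 of 23 lower, adjusted p = 0.012; adjusted p = 0.969 with an estimated correlation). MHC class II genes fell as well (8 of 12 lower, 2 higher, adjusted p = 0.0377; adjusted p = 0.918 with an estimated correlation). The MHC class II call ended without combination 2 (adjusted p = 0.0504, range 0.0176 to 0.0504 over 8 alternatives). Interferon response genes rose (10 of 20 higher, 1 lower, adjusted p = 0.0377; adjusted p = 0.969 with an estimated correlation). That call ended without combination 1 (adjusted p = 0.0554), combination 3 (adjusted p = 0.0854) or ibrutinib-described tumour 2 (adjusted p = 0.0548), within 0.0202 to 0.0854 over 8 alternatives. Unfolded protein response genes (adjusted p = 0.0885) passed the threshold without ibrutinib-described tumour 2, combination 1 or the 3 tumours that stood apart (adjusted p = 0.0356, 0.0326 and 0.0379, range 0.0326 to 0.242), and handling stress genes (adjusted p = 0.213) without ibrutinib-described tumour 1 (adjusted p = 0.0403, range 0.0403 to 0.303). Combination 1 again held the highest fibroblast list mean, 4.48.

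Between the single-agent groups, 3858 genes were higher and 3426 lower in ibrutinib-described than in miR-28-described tumours. These groups differ in vector as well as in the agent described. IGHV3-7 (11.50 ± 0.31), SLFN11 (9.41 ± 0.44), CPNE7 (8.78 ± 0.20), TOX2 (8.69 ± 0.56) and TCL1B (8.37 ± 0.21) were the highest. IGHV4-34 (-12.74 ± 0.30), IGLV2-23 (-12.47 ± 0.21), IGLV2-14 (-11.89 ± 0.19), IGLV2-8 (-10.85 ± 0.42) and MFAP4 (-10.25 ± 0.59) were the lowest. MYC and ribosome biogenesis genes were higher in ibrutinib-described tumours (17 of 23 genes, adjusted p = 0.00272; adjusted p = 0.95 with an estimated correlation). B cell identity genes were lower (15 of 26 lower, 6 higher, adjusted p = 0.0189; adjusted p = 0.785 with an estimated correlation), and so were T and NK cell markers (5 of 8 lower, 1 higher, adjusted p = 0.0189; adjusted p = 0.785 with an estimated correlation). Handling stress genes (adjusted p = 0.191) passed the threshold without ibrutinib-described tumour 1 (adjusted p = 0.0307, range 0.0307 to 0.209). MHC class II genes (adjusted p = 0.0401, range 0.0401 to 0.109) and fibroblast markers (adjusted p = 0.00878, range 0.00878 to 0.125), both at 0.0772 with all tumours, did so without the 3 tumours that stood apart.

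Ibrutinib-described tumours and controls share the scramble-named columns, and edgeR's quasi-likelihood test called no gene between them, where DESeq2 called 120. Cholesterol synthesis genes rose as a list, 18 of 20 having a positive log2 fold change with a median of 0.55 (camera adjusted p = 3.59e-09; adjusted p = 0.778 with an estimated correlation). HMGCS1, the first enzyme committed to the pathway, stood at 253 ± 68.9 CPM against 112 ± 55.8 in controls (1.17 ± 0.30, adjusted p = 0.274). INSIG1, a sterol sensor, stood at 231 ± 24.3 against 116.5 ± 58.2 CPM (0.99 ± 0.27), and SQLE, the squalene epoxidase, at 166 ± 12.6 against 88.8 ± 45 CPM (0.90 ± 0.27). The sterol oxidase MSMO1 stood at 102 ± 10.8 against 57.7 ± 22.9 CPM (0.82 ± 0.22). Hypoxia and glycolysis genes fell as a list, 23 of 25 having a negative log2 fold change with a median of -0.31 (adjusted p = 2.41e-06; adjusted p = 0.778 with an estimated correlation). The lactate dehydrogenase LDHA stood at 1454 ± 92.5 against 1984 ± 382 CPM (-0.45 ± 0.11, adjusted p = 0.274), the enolase ENO1 at -0.41 ± 0.14 and PDK1, which restrains pyruvate oxidation, at 65.7 ± 4.64 against 98.8 ± 26.1 CPM. Handling stress genes rose as a list, with 12 of 13 positive and a median of 0.95 (adjusted p = 0.00018; adjusted p = 0.778 with an estimated correlation). They included the heat shock genes DNAJB1 (379 ± 250 against 102.5 ± 41.1 CPM), HSPA1B (2.02 ± 0.48) and HSPH1 (1.06 ± 0.28).

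The other list calls between ibrutinib-described tumours and controls were small. Oxidative phosphorylation genes fell with a median of -0.15 (adjusted p = 0.00018; adjusted p = 0.778 with an estimated correlation), NDUFB9 being at -0.30 ± 0.09. Origin licensing and firing genes rose with a median of 0.10, 23 of 29 positive (adjusted p = 0.0185; adjusted p = 0.981 with an estimated correlation), CDC6, a helicase loader, being at 0.20 ± 0.07 (0.13 without control 3). The origin call ended without control 2 (adjusted p = 0.627), ibrutinib-described tumour 1 (adjusted p = 0.104) or the 3 tumours that stood apart (adjusted p = 0.633), within 0.000591 to 0.633 over 8 alternatives. Lists that passed the threshold only with a tumour left out were fibroblast markers (median -0.60) without control 1 or 3 (adjusted p = 0.00469 and 0.0243, range 0.00469 to 0.994), mitochondrially encoded genes without control 3 (adjusted p = 0.0104, range 0.0104 to 0.906) and MYC genes without ibrutinib-described tumour 1 (adjusted p = 0.0218, range 0.0218 to 0.95). Tumours of the groups overlapped in the cholesterol and handling stress means but not in the hypoxia means (6.12, 6.54 and 6.07 in controls, 5.94, 5.9 and 5.83 in ibrutinib-described tumours). Cholesterol means were 5.68, 5.47 and 6.38 in the controls and 6.5, 6.55 and 6.09 in the ibrutinib-described tumours. Control 2, with 1160 CPM of muscle transcripts, had the lowest cholesterol and the highest hypoxia mean (6.54). Without control 2 the cholesterol median was 0.36 (adjusted p = 8.73e-06) and the hypoxia median -0.16 (adjusted p = 0.00457), with PDK1 at -0.35, LDHA at -0.30, ENO1 at -0.22 and SQLE at 0.60. Over 8 alternatives the adjusted p lay between 8.04e-15 and 5.57e-05 for cholesterol and between 6.35e-08 and 0.0103 for hypoxia. Fry, not among those 8, called 0 lists here, with adjusted p = 0.19 for cholesterol and 0.389 for hypoxia. Handling stress means were 5.13, 4.68 and 5.34 in controls and 5.21, 6.39 and 6.15 in ibrutinib-described tumours, and without the second of these HSPH1 was at 0.57. Adjusted over the list alone, 9 cholesterol and 6 handling stress genes were higher and 2 hypoxia genes lower, against 0 over all genes. For the comparison as a whole, edgeR's quasi-likelihood test called 0 of 14460 genes (smallest adjusted p = 0.193), with 1509 genes at an unadjusted p under 0.05, and groups not overlapping in 14.3% of genes against 10% by chance. DESeq2 called 120 genes, among them LDHA, PDK1, MSMO1, DNAJB1 and HSPA1B, and limma-voom 0. Without control 3 edgeR called 59, including HMGCS1 (1.61), INSIG1 (1.46), MSMO1 (1.17), SQLE (1.35) and LDHA (-0.58). On simulated data of this comparison, with 14135 genes, the test recovered 42.7% of genes changed 1.5-fold, 67.3% at 2-fold and 91.3% at 4-fold. The changed genes were all above a minimum mean CPM. All fold sizes were planted together, which eases the BH threshold, so this recovery is too high for a comparison in which few genes change.

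**Figure D3:**
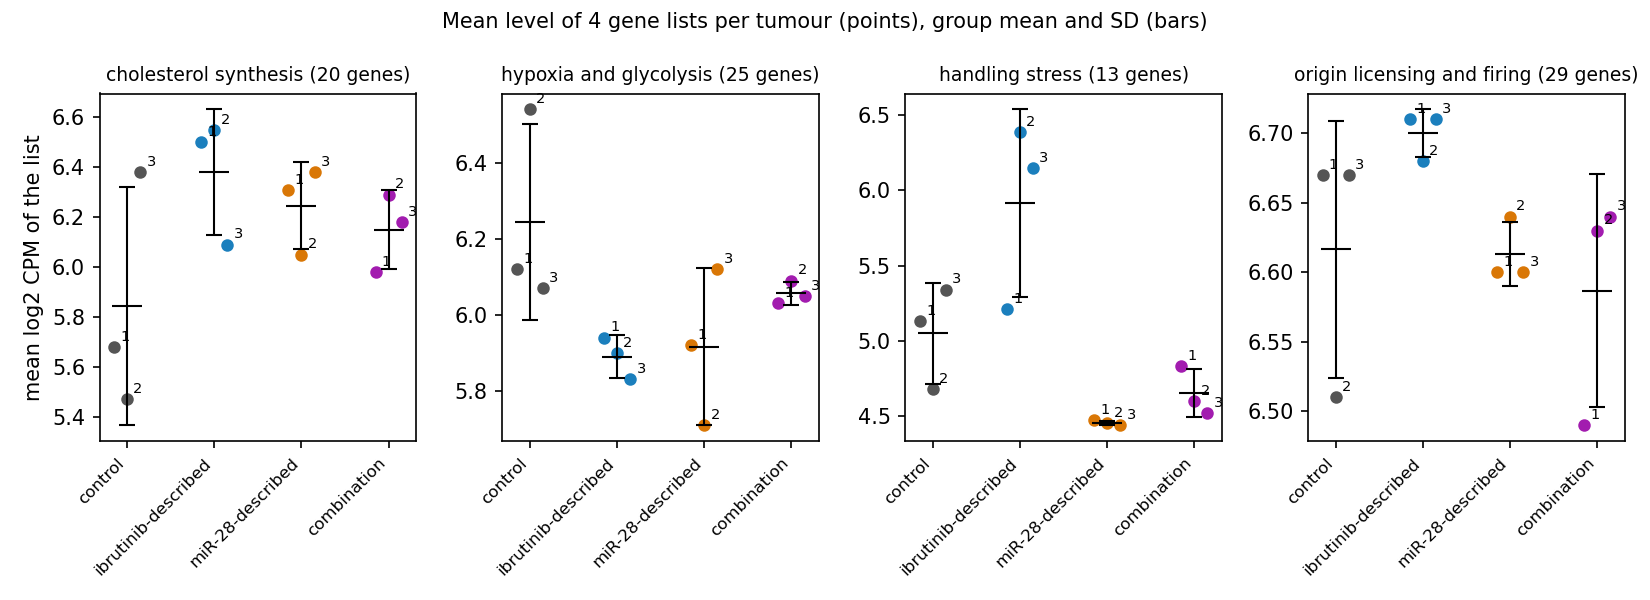
Mean log2 CPM of the genes of 4 lists in each tumour, with 1 point per tumour, bars for the group mean and SD, and the 4 groups along the horizontal axis. The cholesterol synthesis means of controls (5.47 to 6.38) and ibrutinib-described tumours (6.09 to 6.55) overlap.

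The combination was compared with the miR-28-described group, both miR-28-named, to find what the second agent adds. CRACR2B, a calcium channel regulator (chromosome 11, 826144 to 831991), was the only gene called, falling from 1.55 ± 0.193 to 0.304 ± 0.130 CPM (-2.30 ± 0.27, adjusted p = 0.0435), and stood at 23.4 ± 3.19 CPM in controls. Its call ended without any 1 of the 6 tumours (log2 fold change between -2.63 and -2.04), without the 3 tumours that stood apart (-2.12), by limma-voom (-2.26) and with only the groups compared (-2.30). Interferon response genes rose with a median of 0.35, 15 of 20 positive (adjusted p = 0.00157; adjusted p = 0.973 with an estimated correlation). The call ended without miR-28-described tumour 1 (adjusted p = 0.0669) or combination 3 (adjusted p = 0.0678), within 1.44e-09 to 0.306 over 8 alternatives. It also ended without the 3 tumours that stood apart (adjusted p = 0.306). Plasma cell genes fell with a median of -0.19, 1 of 12 positive (adjusted p = 0.00535; adjusted p = 0.973 with an estimated correlation). That call ended without miR-28-described tumour 1 (adjusted p = 0.182), combination 3 (adjusted p = 0.0678) or the 3 tumours that stood apart (adjusted p = 0.36), within 0.000592 to 0.36. Fibroblast markers rose with a median of 0.61, 13 of 14 positive (adjusted p = 0.00681; adjusted p = 0.973 with an estimated correlation). That call ended without combination 1 (adjusted p = 0.771), the tumour with the highest fibroblast mean, or miR-28-described tumour 1 (adjusted p = 0.0533), within 0.000437 to 0.771. It also ended without the 3 tumours that stood apart (adjusted p = 0.771). Hypoxia and glycolysis genes rose with a median of 0.09, 22 of 25 positive (adjusted p = 0.0243; adjusted p = 0.973 with an estimated correlation). That call ended without combination 2 or 3 (adjusted p = 0.0732 and 0.0814) or miR-28-described tumour 1 or 2 (adjusted p = 0.0669 and 0.774), within 6.88e-05 to 0.774. Other lists passed the threshold only with tumours left out. The study signature (median -0.02, adjusted p = 0.147) did so without miR-28-described tumour 1 or combination 2 (adjusted p = 0.0492 and 0.0256, range 0.0256 to 0.957). Unfolded protein response genes (median 0.10, adjusted p = 0.113) did so without miR-28-described tumour 3, combination 1 or the 3 tumours that stood apart (adjusted p = 0.0198, 0.00146 and 0.0383, range 0.00146 to 0.891). Mitochondrially encoded genes (median -0.10, adjusted p = 0.147) did so without miR-28-described tumour 3 or combination 1 (adjusted p = 0.00893 and 0.00146, range 0.00146 to 0.936). Without miR-28-described tumour 2, MYC genes (adjusted p = 0.0296, range 0.0296 to 0.865) and cholesterol genes (median -0.12, adjusted p = 0.0402, range 0.0402 to 0.771) did so, and without combination 2 endothelial markers (adjusted p = 0.00348, range 0.00348 to 0.977). Adjusted over the list alone, 1 interferon gene was higher and 1 plasma cell gene lower. By edgeR's quasi-likelihood test 633 genes had an unadjusted p under 0.05, groups did not overlap in 10% of genes, the share chance gives, and DESeq2 called 16 genes and limma-voom 0. The simulated version of this comparison, with 14103 genes, recovered 44.7% of genes changed 1.5-fold and 73.3% at 2-fold, among genes above the same minimum. Here too all fold sizes were planted together.

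The interaction, combination minus both single-agent groups plus control, measured the departure from additivity on the log2 scale. It does not depend on which single-agent group received which agent. It does set a difference within one vector against a difference within the other, so a departure cannot be assigned to the agents. Cholesterol synthesis genes lay below additivity, 2 of 20 positive with a median of -0.69 (adjusted p = 1.22e-08; adjusted p = 0.866 with an estimated correlation). INSIG1 was at -1.21 ± 0.38, HMGCS1 at -1.27 ± 0.42 and MSMO1 at -0.94 ± 0.31. Hypoxia and glycolysis genes lay above it, 23 of 25 positive with a median of 0.43 (adjusted p = 9.06e-08; adjusted p = 0.866 with an estimated correlation). LDHA was at 0.46 ± 0.16, PDK1 at 0.62 ± 0.22 (0.38 without control 2) and BNIP3 at 0.75 ± 0.30. Fibroblast markers had a median of 1.11 (adjusted p = 0.00212; adjusted p = 0.866 with an estimated correlation), COL3A1 at 1.97 ± 0.72 (1.31 without control 2 and 1.16 without combination 1). The fibroblast call ended without control 2 (adjusted p = 0.0969), combination 1 (adjusted p = 0.0581) or the 3 tumours that stood apart (adjusted p = 0.872), within 5.8e-05 to 0.872 over 14 alternatives. Oxidative phosphorylation genes had a median of 0.13 (adjusted p = 0.007; adjusted p = 0.866 with an estimated correlation). That call ended on leaving out control 1 (adjusted p = 0.0586) or ibrutinib-described tumour 2 (adjusted p = 0.0915), within 0.000532 to 0.0915. Origin licensing and firing genes had a median of -0.12 (adjusted p = 0.0209; adjusted p = 0.866 with an estimated correlation). That call ended on leaving out control 2 (adjusted p = 0.362), combination 1 (adjusted p = 0.316) or ibrutinib-described tumour 1 (adjusted p = 0.0726), within 0.00159 to 0.887. It also ended without the 3 tumours that stood apart (adjusted p = 0.887). Handling stress genes had a median of -0.89 (adjusted p = 0.0309; adjusted p = 0.866 with an estimated correlation), DNAJB1 at -1.58 ± 0.59 (-0.96 without ibrutinib-described tumour 2). That call ended on leaving out control 2 (adjusted p = 0.216), combination 3 (adjusted p = 0.116), ibrutinib-described tumour 2 or 3 (adjusted p = 0.136 and 0.116) or miR-28-described tumour 1 (adjusted p = 0.051), within 7.56e-05 to 0.238. The handling stress call also ended without the 3 tumours that stood apart (adjusted p = 0.238). Each of these 6 lists had adjusted p = 0.701 by fry and 0 genes called over the list alone. The study signature had a median of -0.05 (adjusted p = 0.0889) and would have been called without combination 2 (adjusted p = 0.017), control 1 (adjusted p = 0.00724), ibrutinib-described tumour 2 (adjusted p = 0.00931) or miR-28-described tumour 1 (adjusted p = 0.0121), within 0.00724 to 0.852. Other lists that passed the threshold only with a tumour left out were unfolded protein response genes without control 1, ibrutinib-described tumour 2, miR-28-described tumour 3 or combination 1 (adjusted p = 0.0161, 0.0129, 0.0444 and 0.0141, range 0.0129 to 0.69) and MYC genes without control 3, ibrutinib-described tumour 1 or miR-28-described tumour 2 (adjusted p = 0.0163, 0.00425 and 0.0356, range 0.00425 to 0.776). BCR and NF-kB targets did so without ibrutinib-described or miR-28-described tumour 1 (adjusted p = 0.036 and 0.0263, range 0.0263 to 0.444) and interferon genes without miR-28-described tumour 2 or combination 2 (adjusted p = 0.000759 and 0.0286, range 0.000759 to 0.601). In the same way, the adjusted p was 0.0119 for mitosis genes without control 1 (range 0.0119 to 0.963), 0.0281 for fork genes without ibrutinib-described tumour 2 (range 0.0281 to 0.984), 0.0475 for plasma cell genes without miR-28-described tumour 2 (range 0.0475 to 0.887) and 0.0245 for endothelial markers without combination 2 (range 0.0245 to 0.963). Gene by gene, edgeR's quasi-likelihood test called 0 genes (smallest adjusted p = 0.154), with 1188 at an unadjusted p under 0.05, DESeq2 43 and limma-voom 0. Without control 3 edgeR called 6 genes, INSIG1 (-1.68) among them.

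Genes fixed in advance for their part in the study were read whatever their values. For combination and miR-28-described tumours against controls, treatment and vector are confounded for these genes too. Between combination and control tumours GINS1, a subunit of the GINS helicase complex, was at -0.05 ± 0.16 (adjusted p = 0.811) and RRM2, a ribonucleotide reductase subunit, at -0.56 ± 0.32 (adjusted p = 0.165). UHRF1, which maintains DNA methylation, was at -0.26 ± 0.28 (adjusted p = 0.473), PCNA, the replication clamp, at 0.04 ± 0.10 and CHEK1, the checkpoint kinase, at 0.00 ± 0.11. RRM2 passed the threshold without control 3 (-0.82) and stood at -0.24 without control 1. With 1 tumour left out UHRF1 ran from -0.44 to -0.03. CDC45, part of the replicative helicase, fell by 0.23 ± 0.09 (adjusted p = 0.0433), a call that ended without combination 1 (-0.16) or 2 (-0.18) and without control 1 (-0.18) or 3 (-0.22). It also ended with DESeq2 size factors (-0.21), library size alone (-0.17), no filter (-0.23), the DESeq2 test (-0.21), controls 2 and 3 summed (-0.25), only the groups compared (-0.22) and the 3 tumours that stood apart left out (-0.20). The kinase CDC7 rose by 0.36 ± 0.09 (adjusted p = 0.00711) and the proliferation marker MKI67 from 457 ± 47.7 to 570 ± 31.0 CPM (0.32 ± 0.09, adjusted p = 0.0141), which was not called without the 3 tumours that stood apart (0.36). BAG1, a reported miR-28 target and HSP70 cochaperone, fell from 203 ± 23.7 to 94.2 ± 1 CPM. RAB23 fell by 0.65 ± 0.20 (adjusted p = 0.016), without combination 2 (-0.48) or control 3 (-0.53) or with only the groups compared (-0.64) no longer called. MAD2L1, a spindle checkpoint protein, fell by 0.28 ± 0.10 (adjusted p = 0.0344), a call that ended without combination 1 (-0.23) or 3 (-0.27), without control 1 (-0.18) or 3 (-0.27), with library size alone (-0.22) and with only the groups compared (-0.27). RAP1B was at 0.17 ± 0.14 and BTK, the target of ibrutinib, at 0.71 ± 0.52 (71.3 ± 41.9 CPM in controls and 117 ± 22.4 in combination tumours), and with 1 tumour left out RAP1B ran from 0.02 to 0.33 and BTK from 0.29 to 1.10. LPP, the host gene of the miR-28 precursor, rose from 30.7 ± 7.14 to 171 ± 47.4 CPM. MIR28 itself has no entry in the deposited table.

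In miR-28-described tumours CDC7 (0.37 ± 0.09), MKI67 (0.38 ± 0.09), LPP (2.65 ± 0.23), BAG1 (-1.14 ± 0.09) and RAB23 (-0.67 ± 0.20, adjusted p = 0.0135) were called against the control, RAB23 no longer without control 3 (-0.55), miR-28-described tumour 1 (-0.57) or the 3 tumours that stood apart (-0.56). MAD2L1 stood at -0.23 ± 0.10 (adjusted p = 0.0751), and passed the threshold without control 2 (-0.32), without the 3 tumours that stood apart (-0.29) and with controls 2 and 3 summed (-0.28), but stood at -0.12 without control 1. GINS1, RRM2, UHRF1, CDC45, PCNA, CHEK1, BTK and RAP1B were not called. In ibrutinib-described tumours 0 of these genes were called, UHRF1 having the largest value at 0.85 ± 0.28 (adjusted p = 0.372). Their interaction terms were not called either, and UHRF1 was at -1.22 ± 0.40 (adjusted p = 0.568) and MKI67 at -0.31 ± 0.13 (adjusted p = 0.591), all by edgeR's quasi-likelihood test.

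**Figure D4:**
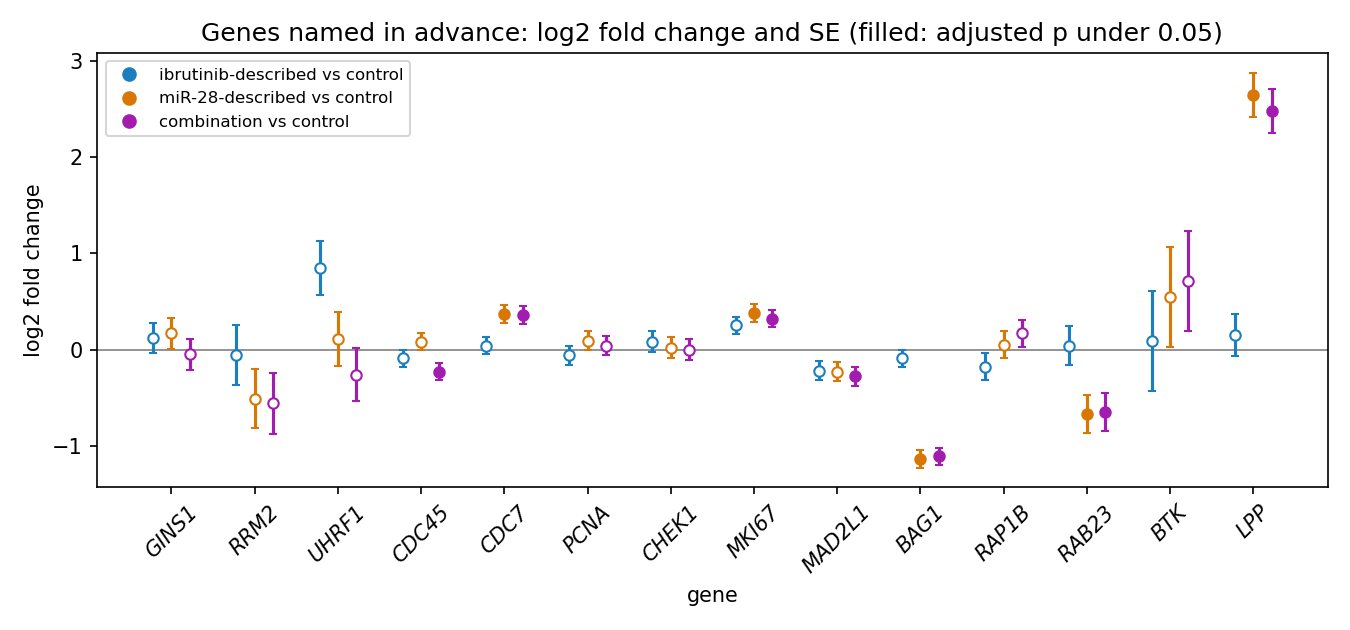
Log2 fold change against the control with its standard error, on a linear axis, for genes fixed in advance, with the 3 treated groups as colours and filled points for an adjusted p under 0.05. LPP and BAG1 lie away from 0 in the miR-28-described and combination tumours, and GINS1, PCNA and CHEK1 lie near 0 in all 3 groups.

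The signature score, which pools both directions and so can miss moves that cancel, was also computed. The mean log2 CPM of the 150 signature genes was 6.54 ± 0.05 in controls, 6.60 ± 0.02 in ibrutinib-described, 6.63 ± 0.03 in miR-28-described and 6.60 ± 0.05 in combination tumours. The combination differed from the control by 0.06 (two-sided exact permutation p = 0.3) and from the miR-28-described group by -0.03 (exact p = 0.5), and the largest difference, 0.08 between miR-28-described and control tumours, had an exact p of 0.1, the smallest that 3 against 3 tumours allow. The other exact p values were 0.2, 0.9 and 0.4.

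Genes with a match to positions 2 to 8 of miR-28-5p in their annotated 3' UTR were compared with genes without one. Of 13031 tested genes with an annotated 3' UTR, 2056 held the match. Their mean log2 fold change differed from that of the others by 0.00 in combination, 0.006 in miR-28-described and 0.021 in ibrutinib-described tumours against the control, and by 0.014 between the single-agent groups. Ranks were taken on camera's signed statistic, not on these differences. Among 419 other orderings of the same bases, the statistic ranked at 35%, 33.8%, 56.4% and 71.2% from the lowest. The seed-match genes thus stood within the range of unrelated sequences in each of the 4 comparisons. The other orderings matched fewer genes (median 949), so they are not sets of equal size. With the match followed by A, 337 genes differed by -0.089 in combination and -0.072 in miR-28-described tumours. Camera's statistic ranked there at 23.8% and 24.8% among the 419 other orderings also followed by A (median 238 genes). The difference was 0.033 in ibrutinib-described tumours and 0.105 between the single-agent groups, with the statistic at ranks of 96.7% and 87.1%. The differences of the other orderings were 0.022 ± 0.058 and 0.019 ± 0.208 there (mean ± SD).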

Values the study reported

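The study derived a signature of 157 genes, 114 of them downregulated, from cultured MD-901 cells given the combination. It sequenced RNA from 3 MD-901 tumours per condition, taken 8 days after treatment, where the series text gives day 10. From them it reported inhibited cell cycle pathways with miR-28, and more so with the combination. In stained MD-901 tumours, Ki-67 area fell significantly with the combination only. Those are pathway predictions and protein staining. Here MKI67 RNA was higher in combination tumours than in controls, a call that ended without the 3 tumours that stood apart. No cell cycle list was called between them by camera, which is another kind of test than those predictions. These groups differ in vector as well as in treatment, so neither value speaks for or against the study's treatment effect.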

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

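The tests of control 2 were chosen after the result was seen. In 6 gene lists the described effects departed from additivity by camera's test of the interaction with a preset correlation. This contrast sets differences within one vector against differences within the other, so the cell population is confounded with it as well. Adjusted p was 1.22e-08 for cholesterol synthesis (median -0.69), 9.06e-08 for hypoxia and glycolysis (median 0.43), 0.00212 for fibroblast markers (median 1.11), 0.007 for oxidative phosphorylation (median 0.13), 0.0209 for origin licensing and firing (median -0.12) and 0.0309 for handling stress (median -0.89). With an estimated correlation each had adjusted p = 0.866 and by fry 0.701, so these calls were made with the preset correlation alone. Over 14 alternatives, adjusted p stayed between 6.07e-15 and 0.000293 for cholesterol and between 1.41e-10 and 0.000274 for hypoxia. The other 4 calls each ended under some of the same alternatives, with ranges of 5.8e-05 to 0.872 for fibroblast markers, 0.000532 to 0.0915 for oxidative phosphorylation, 0.00159 to 0.887 for origin genes and 7.56e-05 to 0.238 for handling stress. Leaving out 1 tumour ended the fibroblast call without control 2 (0.0969) or combination 1 (0.0581), and the oxidative phosphorylation call without control 1 (0.0586) or ibrutinib-described tumour 2 (0.0915). The origin call ended without control 2 (0.362), combination 1 (0.316) or ibrutinib-described tumour 1 (0.0726), and the handling stress call without control 2 (0.216), combination 3 (0.116), ibrutinib-described tumour 2 (0.136) or 3 (0.116) or miR-28-described tumour 1 (0.051). The gene-wise interaction called 0 genes by edgeR's quasi-likelihood test (1188 at an unadjusted p under 0.05, DESeq2 43, limma-voom 0). All 100 splits of the tumours that were drawn call at least that many by construction (highest other 8), so they say nothing about chance.

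The cholesterol and hypoxia part of this lies between ibrutinib-described and control tumours, where cholesterol genes were higher and hypoxia genes lower, and control 2, rich in muscle transcripts, had the lowest cholesterol and the highest hypoxia mean of the controls. For cholesterol, control 3 stood further from the other controls (6.38, against 5.68 and 5.47), on the side of the ibrutinib-described tumours, and without it HMGCS1 went from 1.17 to 1.61. Without control 2 the cholesterol list kept 0.66 of its median (0.55 to 0.36, camera adjusted p = 8.73e-06). Its 90% interval over members, 0.56 to 0.76, lay above the bound set for the test. That interval is over genes that move together (estimated correlation 0.539), not over tumours. The remaining controls (5.68 and 6.38) overlap with the ibrutinib-described tumours (6.09 to 6.55), so control 2 is not excluded as a source. The hypoxia list kept 0.54 (-0.31 to -0.16, interval 0.39 to 0.69, adjusted p = 0.00457), so for hypoxia genes control 2 and the described treatment cannot be told apart, because the interval spans the bound set for the test. The treatment stays open for cholesterol synthesis, as untested. No agent is assigned because the labels disagree. The column suffixes go with the descriptions, and 1 gene was at 10 CPM or more throughout one of these groups and under 0.5 CPM throughout the other, against 82 genes between vectors. Handling of the tumours also stays open, since handling stress genes rose in the same comparison.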

How the results depend on the processing

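Leaving out the 3 tumours that stood apart was chosen after the data had been seen. Gene counts of the 4 comparisons between vectors stayed within 1.5 times under every alternative but a log2 fold change of at least 1, which by construction left 3539 genes for combination against control, 3482 for miR-28-described against control, 3684 for combination against ibrutinib-described and 3478 between the single-agent groups. For combination against control, DESeq2 called 7552 genes, 7268 of them shared, and limma-voom 7452, 7216 shared. The cause of the other changes was not tested. For ibrutinib-described against control, 0 genes became 1 without a filter, 120 by DESeq2, 3 with controls 2 and 3 summed, 2 with only the groups compared and 0 to 59 with 1 tumour left out (59 without control 3, 1 without ibrutinib-described tumour 1). For combination against miR-28-described, 1 became 3 without a filter, 16 by DESeq2, 0 by limma-voom, 0 with only the groups compared, 2 without the 3 tumours and 0 to 1 with 1 left out (0 without miR-28-described tumour 3 or combination 1, 2 or 3). For the interaction, 0 became 43 by DESeq2, 1 without the 3 tumours and 0 to 6 with 1 left out (6 without control 3).

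With an estimated correlation 0 lists were called in all 7 contrasts. Fry called 15 in combination against control, 0 in ibrutinib-described and 17 in miR-28-described against control, 15 and 0 in combination against ibrutinib-described and miR-28-described, 13 between the single-agent groups and 0 in the interaction, where camera called 7, 5, 3, 6, 4, 3 and 6. Without the 3 tumours 7 lists were called for miR-28-described against control and 5 between the single-agent groups. With 1 tumour left out the numbers were 5 to 7, 4 to 7, 3 to 6, 5 to 7, 1 to 6, 3 to 4 and 3 to 9 in the same order, with 6 for miR-28-described against control without control 2, 1 for combination against miR-28-described without miR-28-described tumour 1 or combination 3, and 3 for the interaction without control 2. The direction of plasma cell genes in miR-28-described tumours reversed by fry (adjusted p = 0.0288), as their median (0.15) and mean (-1.14) do. Adipocyte and muscle markers reversed for combination against miR-28-described without the 3 tumours (adjusted p = 2.68e-09) or without combination 1 (0.017, within 0.017 to 0.945 with 1 left out), and for the interaction without the 3 tumours (1.64e-06), tumours that held muscle transcripts among them. Signature score differences ran from -0.02 to 0.03 for combination against ibrutinib-described and from -0.05 to 0 for combination against miR-28-described with 1 tumour left out. At this depth and 3 tumours per group, 42.7% of simulated 1.5-fold changes between ibrutinib-described and control tumours were recovered, in genes above a minimum mean CPM. All fold sizes were planted together there, so this share is too high for a comparison in which few genes change.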

Other observations

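The fits with vector and described ibrutinib as factors, the tests of genes present in the tumours of 1 vector alone and the tests of miR-28-described tumour 1 were chosen after the result was seen. Immunoglobulin transcripts differed by vector in constant and variable genes. In raw CPM over 6 tumours each, the lambda constant gene IGLC2 stood at 5090 ± 471 in miR-28-named and 73.8 ± 6.18 in scramble-named tumours, the kappa gene IGKV4-1 at 2.57 ± 0.804 and 333 ± 39.7, and the mu heavy chain gene IGHM at 4910 ± 375 and 3310 ± 165. Genes at 10 CPM or more in all 6 tumours of one vector and under 0.5 CPM in all 6 of the other included MGMT, which repairs alkylated DNA, the T cell costimulator CD28 (31.4 CPM on average) and FOXP3, a regulatory T cell factor (15.2 CPM), in miR-28-named tumours, and the adhesion molecule CD58 (24.9 CPM), TMEM173, the DNA sensing adaptor STING (14.8 CPM), and HOXA10 in scramble-named tumours. These genes were chosen after their values were seen.

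Median shifts of chromosome stretches were also read by vector, and 1 lay beyond the highest of the random placements of genes described below. The 65 tested genes in the first 20 Mb of chromosome 7 had a median shift of -0.98 between miR-28-named and scramble-named tumours. The next largest shifts lay under the highest random placement (0.8): 145 genes at 40000001 to 60000000 on chromosome 3, where GNL3, RRP9 and IMPDH2 lie, had -0.76, and 50 genes at 20000001 to 40000000 on chromosome 13, where RFC3 lies, had -0.75. The random bound is a single maximum over windows of 30 or more genes, so it is strict for windows with many genes. Windows under it are not shown to be unshifted. Along the rest of chromosome 7 the windows had -0.39, -0.5, 0, 0.35, 0.59, 0.6 and 0.39, in order of position. The largest window shift of the described ibrutinib effect was 0.05.

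Averaged over both described ibrutinib states, 8845 genes differed by vector by edgeR's quasi-likelihood test. Averaged over both vectors, 0 genes differed by described ibrutinib treatment (1004 at an unadjusted p under 0.05, smallest adjusted p = 0.329, no other tool being run on this fit). The list tests of that average called cholesterol synthesis (median 0.21) and handling stress genes (median 0.61, both adjusted p = 0.000369) and interferon response genes (median 0.24, adjusted p = 0.00846) as higher. Oxidative phosphorylation (median -0.08, adjusted p = 0.00469), plasma cell (median -0.14), hypoxia and glycolysis (median -0.07) and mitochondrially encoded genes (median -0.08, the last 3 at adjusted p = 0.049) were called as lower. With an estimated correlation each had adjusted p = 0.979. Within vectors the cholesterol medians were 0.55 between scramble-named groups and -0.12 between miR-28-named groups (not called), and the hypoxia medians -0.31 and 0.09. By vector, B cell identity (adjusted p = 0.0225), T and NK cell (0.0225) and fibroblast markers (0.0491) were higher and MYC (0.00146) and MHC class II genes (0.0491) lower, each with an adjusted p between 0.77 and 0.966 with an estimated correlation.

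Genes differed widely between the vectors, and different cells behind the vectors and miR-28 were each examined as a source. There were 82 genes on in every tumour of one vector and off in every tumour of the other, against 1 and 0 within vectors, and the leading variable genes of one vector stood at 0.0288% to 0.772% of their level in the other, in line with different B cell populations. The largest window shift, 0.98 in size, exceeded the highest of 1000 random placements (0.8), as a gain or loss of that chromosome segment would. It was 1 of 124 windows to do so, and other segments stay open because the bound is strict for windows with many genes. For direct action of miR-28-5p, genes with a seed match differed from others by -0.007 between vectors, which cannot be told apart from no action because the other orderings spread too widely for the effect sought (SD 0.096, or 0.053 among those without CG). The longer match, followed by A, gave -0.097, with camera's statistic at a rank of 14.8% among other orderings followed by A. The 45 genes present only in miR-28-named tumours argue against direct repression as their source. So do, for the immunoglobulin genes, IGHV4-34 and IGLV2-14, which stood in scramble-named tumours at 0.0432% and 0.0288% of their miR-28-named level. The vector and the cell population are confounded in these groups, so an effect of miR-28 beyond these tests stays open beside it.

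Kappa transcripts in miR-28-described tumour 1 (IGKC 184 CPM, against 3.08 on average in the other 5 miR-28-named tumours) may come from a minor B cell population. Mixing in RNA of a scramble-named tumour would bring IGKV4-1 with it, but the excess of IGKV4-1 was -0.003 of that predicted, at 2.46 against 2.59 CPM. Of 50 genes at 10 CPM or more in every scramble-named tumour and under 0.5 CPM in the other 5 miR-28-named tumours, 13 reached 0.5 CPM here, and the median over the 50 was 0.559% of the scramble-named level, where IGKC stood at an excess of 12.1%. Instead IGKV3-20 stood at 88.8 CPM (59.4 in scramble-named tumours, 0.563 in the other 5) and IGHV4-39 at 16 CPM (10.2 in scramble-named tumours). Outside the immunoglobulin loci, 18 genes were at 3 CPM or more in this tumour and under 0.5 CPM in the other 5, and 11 of them (61.1%) were over 1 CPM in each scramble-named tumour. The same rule picked 13 genes in the other 5 tumours, 0 of them over 1 CPM in each scramble-named tumour (two-sided Fisher's exact p = 0.000438, genes not being independent), in line with a minor population that those tumours also hold. The study also sequenced the transduced MD-901 cells in culture, which were not examined here, so this was not tested further.

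For 3 against 3 tumours the 10 splits are too few for a share under 0.05. In comparisons between vectors every other split mixes both vectors within each group. Few calls in those splits follow from that, so they say nothing about chance. The real split called 7367 genes for combination against control (highest other 0), 0 for ibrutinib-described against control (4), 7345 for miR-28-described against control (0), 7506 for combination against ibrutinib-described (1), 1 for combination against miR-28-described (3) and 7284 between the single-agent groups (0), by edgeR's quasi-likelihood test.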
